A study of Mus musculus with 20 samples.

How the data were processed

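The series holds 20 sequencing samples of murine erythroleukemia (MEL) cells, a mouse red cell precursor line that starts to mature when treated with dimethyl sulfoxide (DMSO). Per the labels, 4 long-read samples came from untreated cells and 4 from cells kept in 2% DMSO for 5 days, in each case 2 biological replicates run on 2 PacBio instruments. Both sets were made from RNA bound to chromatin, depleted of polyadenylated RNA and of ribosomal RNA, so that most molecules should still be in the course of being made. A further 3 and 3 long-read samples came from cells with an inserted human beta-globin gene, wild type or carrying a splicing mutation, and 3 and 3 PRO-seq samples (run-on sequencing of engaged polymerases) from untreated and treated cells. Those 12 samples were not analysed here.

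The comparisons rest on a pair of tables deposited by the authors, both with 1 line per intron and condition. The first gives the count of reads spliced at the intron and the count of unspliced reads, as raw counts per the file headers. The second gives a count of spliced reads, a count of splicing intermediates, the deposited fraction of intermediates called NIC, a GC content as a deposited percent, and a deposited score for each splice site, listed beside a 9-base sequence for the 5' and a 23-base sequence for the 3' splice site. The GC content was taken as that of the intron, which is not stated. A splicing intermediate is understood here as an RNA cut at the 5' splice site and not yet joined to the next exon; how the authors recognised one is not stated. NIC was taken as intermediates divided by intermediates plus spliced reads. The largest departure from this ratio over all lines was 0 when rounded to a whole number, a check that would miss small departures. The aligner, the counting program, the build, the filters and the scoring program are not stated in the labels or headers. How the deposited unspliced counts were merged is not stated either. The condition lines were assigned to the untreated and the treated long-read groups because the tables measure splicing in long reads; which runs were added together is not stated. Since each condition is 1 pool, no value per replicate was used, no spread between replicates could be computed, and every test below compares 2 pools of libraries and not 2 conditions.

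Co-transcriptional splicing efficiency (coSE) was computed here as spliced reads over spliced plus unspliced reads. The first table held 112496 lines on 68794 introns of 8397 transcripts, 1 transcript per gene. Intron positions were compared with the GENCODE mouse release 21 annotation on GRCm38: with 2 added to the start and 1 taken from the end, 100% of introns fell on annotated introns, and those 1-based positions are given throughout. Of the 8397 transcript versions, 8158 were the same as in that release. The intron's number, its region and the number of annotated transcripts with and without it were taken from the same annotation. The second table held 8576 lines on 6537 introns, all with at least 10 reads in the first table. It held 13.6% of the lines with 10 to 14 reads, 63.2% of those with 15 to 19 and 98.3% of those with at least 20, and its spliced count was below that of the first table in 95.1% of lines and never above it. The rule behind this is not stated.

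Introns with at least 10 reads entered the coSE analyses, in both conditions where these were compared. The change per intron was tested with a two-sided Fisher's exact test on the 4 read counts, with Benjamini-Hochberg adjustment and a threshold of 0.05. The median difference was given with a 95% interval from 1000 bootstrap draws that resampled genes. Relations across introns were given as Spearman's rho, with two-sided permutation tests of 100000 draws, and the similarity of introns of 1 gene as a one-way intraclass correlation with 10000 shuffles of introns over genes, one-sided. The 16 correlations formed 1 family for the Benjamini-Hochberg adjustment. Introns and genes are not independent replicates, and 1 long read can cover several introns of a gene, so the introns of a gene share molecules. A sign-flip test over genes had been planned for the differences between conditions; no p-value is given for it because each condition is a single pool, and for NIC it was not run. The NIC change was computed on the log2 scale with the smallest NIC above 0, 0.00159, added to both values. A Fisher's exact test per intron on intermediates and spliced reads was not planned and was added after the data had been examined.

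Intervals of a single share are 95% Wilson intervals, and the smallest share a depth can show was taken as 3 counts. The libraries were amplified by PCR, per the labels, and whether molecular identifiers were used in counting is not stated, so intervals, floors and tests cover counting error only. Introns named in the text were chosen by a rule set before the data were examined: the 5 largest rises and 5 largest falls of coSE past the threshold, the 3 highest and 3 lowest NIC values, and all introns of Hba-a1, Hba-a2, Hbb-b1, Hbb-b2, Hbb-bs, Hbb-bt, Alas2, Slc4a1, Gata1 and Klf1 in the tables. Hbb-b1 and Hbb-b2 were not analysed here. NIC had 24 values tied at 1 and 5427 tied at 0, so a tie-break by reads was added afterwards. A result on 1 further intron is not reported here.

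The tests were tried on simulated data. Of 200 of the 4403 introns given a shift of 2.5 in log odds at their real depths, 11% were called, each with the right sign, and no unchanged intron was called; among the 7 changed introns with at least 50 reads in each condition, 57.1% were called. The test per intron therefore missed most of the planted changes. The shifts were upward and downward in turn, and a rise from a coSE near 1 leaves little to detect. The simulation thus did not separate low depth from the upper limit of coSE. A planted intraclass correlation of 0.3 was recovered as 0.321. Gene lists matched on reads, as used for closely matched ribosomal protein genes in the closing observations, placed 8% of 200 unchanged simulated sets outside the central 95%. An earlier form of the matching did worse in this test and was replaced after its result on the real data had been seen. The lists matched on reads and coSE, and those for U12-type introns, were drawn in other ways that were not tried on simulated data. The alternatives tried were stricter and no coverage minimum, a chi-square test, other averages, subsets of introns, gene means and other pseudocounts. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.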

Results

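Nascent RNA of MEL cells was sequenced as long reads before and after erythroid induction with DMSO, and splicing was read out intron by intron. In the uninduced pool, 57974 introns had at least 1 read, with 358493 spliced and 57886 unspliced observations, a read being counted once at each intron it covers. In the induced pool, 51267 introns had 240664 spliced and 38707 unspliced observations. Spliced observations made up 86.1% of the total in both pools. Depth per intron was low, with a median of 3 reads in the uninduced and 2 reads in the induced pool. At least 10 reads were present for 9982 introns of 2109 genes in the uninduced pool and for 6333 introns of 1384 genes in the induced pool, with medians of 16 and 15 reads. Replicates and instruments were pooled in the tables, so no value below has a replicate error.

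Among introns with at least 10 reads, coSE, the fraction of reads spliced, had a mean of 0.855 and a median of 0.933 in the uninduced pool and a mean of 0.865 and a median of 0.947 in the induced pool. All reads were spliced at 37.0% of introns in the uninduced and 43.1% in the induced pool. A coSE under 0.2 was found for 212 introns in the uninduced pool and 116 in the induced pool. At the median depth of 16 reads these shares carry wide counting error, and a coSE of 1 means that no unspliced read was detected at that depth.

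The first comparison asked whether the splicing efficiency of introns differed before and after induction. Across the 4403 introns of 1051 genes with at least 10 reads in both pools, the median difference, induced minus uninduced, was 0, with a 95% bootstrap interval from 0 to 0. coSE was higher in the induced pool for 1879 introns, lower for 1534 and equal for 990. The equal introns held the median at 0, so its interval says little about precision. The difference over introns had an SD of 0.138, against 0.0944 in 100 simulations with counting error alone. The average depended on the weighting. The mean over introns was 0.0101 (interval 0.00362 to 0.0165), while the mean weighted by reads was -0.0294 (interval -0.0470 to -0.0141). The weighted value is the share of all reads spliced, induced minus uninduced, with each pool weighted by its own reads. It can therefore also move when reads shift between introns, without a change at any intron. Splicing levels of the same introns were correlated between the pools, across introns, with a Spearman's rho of 0.565 (interval 0.534 to 0.595) and a Pearson's r of 0.734 (interval 0.705 to 0.760). Both had a permutation p of 1e-05, the smallest that the draws can give, and an adjusted p of 2e-05. Without a coverage minimum rho was 0.296.

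In the test per intron, 71 of 4403 introns passed the threshold by Fisher's exact test, of which 55 had a lower and 16 a higher coSE in the induced pool. An unadjusted p under 0.05 was found for 351 introns. The falls lay in 30 genes and the rises in 14. Of the 55 falls, 21 lay in 14 genes of ribosomal proteins and 5 in globin genes. The number was most sensitive to the choice of introns: 31 passed among introns found in all annotated transcripts that span them, a subset added after the data were seen. Of the 71 changed introns, 36 had a coSE above 0.8 over both pools added together, and these were all falls; the 35 at or below 0.8 were 19 falls and 16 rises. By the plain mean of both pools, there were 28 falls and 1 rise above 0.8 and 27 falls and 15 rises at or below.

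The largest falls were at introns with few induced reads, apart from Hbb-bs. Intron 6 of Rint1 (GRCm38 chromosome 5, 23805721 to 23807038, between coding exons) was spliced in 18 of 23 uninduced reads, a coSE of 0.783 (Wilson 95% interval 0.581 to 0.903), and in 1 of 11 induced reads, a coSE of 0.0909 (interval 0.0162 to 0.377; adjusted p 0.0195). Intron 3 of Rps28 (chromosome 17, 33823117 to 33823196, in the 3' UTR) fell from 0.844 to 0.158 on 45 and 19 reads (adjusted p 0.000140); it was present in 1 of 7 annotated transcripts that span it. Intron 2 of Tubb5 (chromosome 17, 35836274 to 35836627, between coding exons) fell from 0.839 to 0.200 on 31 and 10 reads (adjusted p 0.0337). Intron 4 of Actg1 (chromosome 11, 120346819 to 120346910, between coding exons) fell from 0.706 to 0.0769 on 34 and 13 reads (adjusted p 0.0159). Of the annotated transcripts that span them, 3 of 3 include the intron of Rint1, 2 of 4 that of Tubb5 and 4 of 5 that of Actg1. With no coverage minimum the introns of Rint1, Tubb5 and Actg1 no longer passed the threshold.

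The largest rises also rested on few reads. Intron 2 of Ppan (chromosome 9, 20888578 to 20889337, between coding exons) rose from 0.222 (interval 0.0900 to 0.452) on 18 reads to 1 (interval 0.816 to 1) on 17 reads, with an adjusted p of 0.000546. Intron 11 of Upf1 (chromosome 8, 70338562 to 70338885, between coding exons) rose from 0.154 to 0.923 on 13 reads in each pool (adjusted p 0.0199). Intron 1 of Gemin2 (chromosome 12, 59013614 to 59013969, between coding exons) rose from 0.231 to 1 on 13 and 10 reads (adjusted p 0.0292). Intron 11 of Mfsd2b (chromosome 12, 4865872 to 4866158, between coding exons, in 2 of 6 annotated transcripts that span it) was spliced in 0 of 19 uninduced reads and in 9 of 13 induced reads (adjusted p 0.00374). Intron 2 of Snapc4 (chromosome 2, 26378068 to 26378493, between coding exons) rose from 0.182 to 0.857 on 11 and 21 reads (adjusted p 0.0277). Annotated transcripts with the intron, among those that span it, were 5 of 6 for Ppan, 2 of 2 for Upf1, 1 of 2 for Gemin2 and 3 of 5 for Snapc4. The introns of Gemin2 and Snapc4 were past the threshold under Fisher's exact test and not under the chi-square test, and those of Upf1, Gemin2 and Snapc4 not without a coverage minimum. With the uninduced reads thinned to the induced total, the intron of Gemin2 did not pass either, while that of Mfsd2b did (adjusted p 0.0326). Those of Ppan, Upf1 and Snapc4 had no value under this setting. At a minimum of 20 reads in each pool, Hbb-bs intron 2 was the only 1 of these 10 introns that could be tested.

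The globin genes encode the chains of hemoglobin. Hba-a1 intron 1 (chromosome 11, 32283802 to 32283923) fell from a coSE of 0.980 (interval 0.931 to 0.995) on 101 reads to 0.682 (interval 0.654 to 0.709) on 1099 reads, with an adjusted p of 9.37e-10. Its intron 2 (32284129 to 32284262) fell from 0.981 on 108 reads to 0.775 on 787 reads (adjusted p 5.33e-06). Hba-a2 intron 1 (32296619 to 32296740) changed from 0.882 on 17 reads to 0.616 on 536 reads, a difference that did not pass the threshold (adjusted p 0.553). Hbb-bs intron 2 (chromosome 7, 103827671 to 103827783) fell from 0.966 on 29 reads to 0.353 (interval 0.320 to 0.388) on 753 reads (adjusted p 2.31e-08). Hbb-bt fell from 0.658 to 0.277 at intron 1 (103813662 to 103813777; adjusted p 5.33e-06) and from 0.744 to 0.384 at intron 2 (103812785 to 103813438; adjusted p 0.000140). All 6 introns lie between coding exons, as does Hba-a2 intron 2 (chromosome 11, 32296946 to 32297079), which had 6 uninduced reads, under the minimum, and a coSE of 0.829 (interval 0.766 to 0.877) on 175 induced reads. The tabulated Hbb-bs transcript also has an intron 1 in its 5' UTR (103827887 to 103828011), spliced in 3 of 453 induced reads. Only 1 annotated transcript spans that intron. Hbb-bs intron 2 is therefore the first intron between coding exons in this transcript. Its length of 113 nt is near that of Hbb-bt intron 1 (116 nt) and not that of Hbb-bt intron 2 (654 nt). The alpha genes are near-identical copies of each other, as are the beta genes, and how reads were divided between copies is not stated, so values per copy are uncertain.

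**Figure D1:**
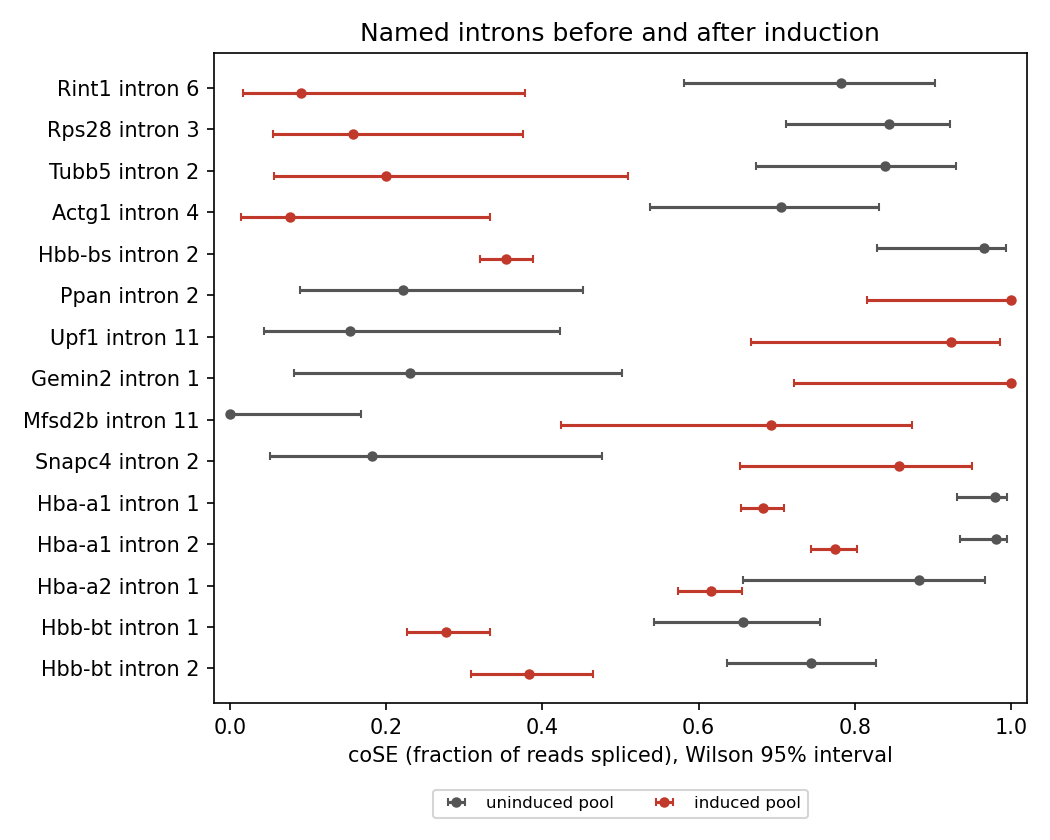
coSE, the fraction of reads spliced, on the horizontal axis for the introns with the largest falls and rises and for tested globin introns, in the uninduced (grey) and induced (red) pools; bars are Wilson 95% intervals, which cover counting error only. Hba-a1 intron 1 moved from 0.980 to 0.682, while the intervals of introns with 10 to 20 reads span a wide part of the axis.

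The other listed erythroid genes were limited by depth. The 5 introns of Gata1, an erythroid transcription factor, had 13 to 36 reads, and none changed past the threshold; the smallest unadjusted p was 0.0393 at intron 3 (adjusted p 0.553). Klf1 introns had at most 9 reads and were not tested. Alas2, which encodes the first enzyme of heme synthesis in red cells, had 5 to 7 uninduced reads per intron, under the minimum. In the induced pool its 10 introns ranged in coSE from 0.651 (interval 0.543 to 0.744, 83 reads) at intron 5 to 0.984 (interval 0.914 to 0.997, 62 reads) at intron 7. The 19 introns of Slc4a1, the red cell anion exchanger, were analysed in the induced pool alone, with coSE from 0.526 (interval 0.317 to 0.727) at intron 17 to 0.977 (interval 0.882 to 0.996) at intron 10.

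The next comparison asked whether the introns of 1 gene shared their splicing level. The intraclass correlation of coSE was 0.431 over 9543 introns of 1670 genes in the uninduced pool and 0.450 over 6034 introns of 1085 genes in the induced pool. Both had a permutation p of 0.0001, the smallest that the shuffles can give, and an adjusted p of 0.00013. The alternative that moved it most, no coverage minimum, gave 0.219 and 0.231. Introns covered by the same reads are not independent, and the tables do not say which reads were shared.

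coSE rose with intron length, across introns. Spearman's rho was 0.372 (interval 0.350 to 0.393) in the uninduced and 0.383 (interval 0.355 to 0.408) in the induced pool, both with a permutation p of 1e-05 and an adjusted p of 2e-05. Mean coSE was 0.743 (interval 0.720 to 0.765) for 700 introns of up to 100 nt and 0.946 (interval 0.938 to 0.953) for 1178 introns over 5000 nt in the uninduced pool, and 0.735 and 0.959 in the induced pool. Among introns of 500 nt or less rho was 0.0373 in the uninduced and 0.111 in the induced pool, the alternative that moved it most, which was added after the data were seen.

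**Figure D2:**
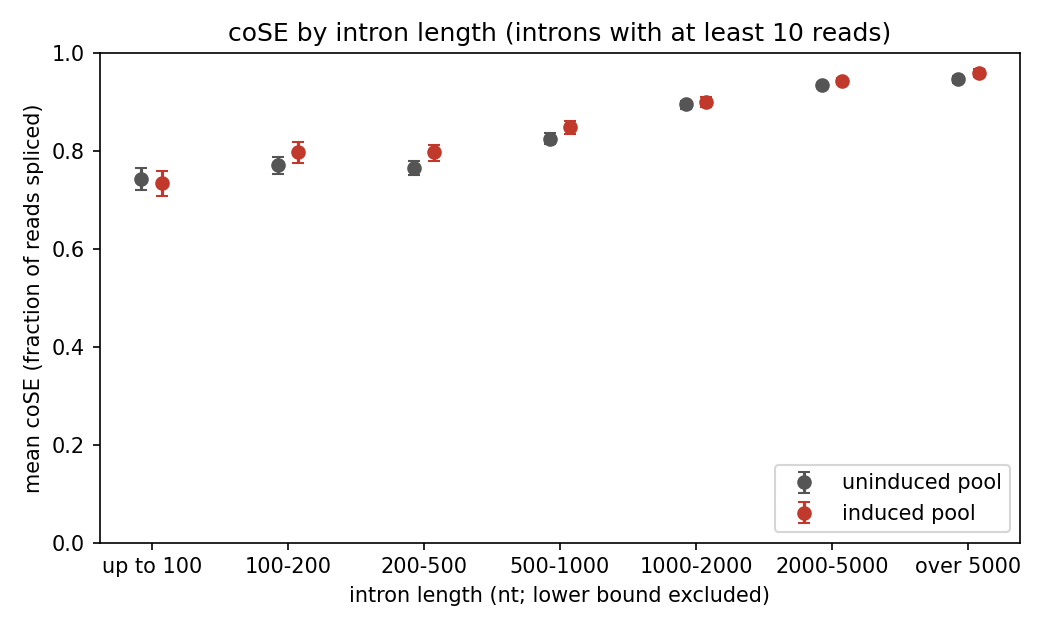
Mean coSE, as a fraction of reads, by intron length in nt for introns with at least 10 reads in the uninduced (grey) and induced (red) pools; bars are 95% bootstrap intervals over genes. Means lie between 0.735 and 0.797 up to 500 nt and reach 0.946 and 0.959 above 5000 nt.

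Adjusted values for the correlations are over 1 family of 16. Splice site scores were weakly related to coSE in the 5568 uninduced and 3008 induced introns of the second table. With the 5' score, rho was 0.0489 (p 0.00022, adjusted p 0.00027) in the uninduced and 0.0600 (p 0.00094, adjusted p 0.0011) in the induced pool. With the 3' score, rho was 0.113 (p 1e-05, adjusted p 2e-05) in the uninduced and 0.0765 (p 2e-05, adjusted p 3.2e-05) in the induced pool. These are permutation tests across introns, which are not independent replicates. Gene means moved the uninduced relation with the 5' score most, to 0.102. In the induced pool, the relation with the 5' score did not pass the threshold at 20 reads or more (rho 0.0367), nor that with the 3' score over gene means (rho 0.0478).

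NIC, the fraction of splicing intermediates among intermediates plus spliced reads, had a mean of 0.0431 in the uninduced and 0.0440 in the induced pool. It was above 0 at 36.2% and 37.8% of introns. With the reads of all introns added together, intermediates made up 2.71% of intermediates plus spliced reads in the uninduced and 4.35% in the induced pool. The median depth was 14 reads, at which the smallest share that can be shown is 21.4%, so a NIC of 0 at a single intron of that depth is not evidence of absence. Spearman's correlation of NIC with the 5' score was -0.0567 (p 2e-05, adjusted p 3.2e-05) in the uninduced pool and -0.0326 (p 0.072, adjusted p 0.072) in the induced pool, the latter not past the threshold. With the 3' score, rho was -0.0840 (p 1e-05, adjusted p 2e-05) in the uninduced and -0.0381 (p 0.037, adjusted p 0.039) in the induced pool. Gene means moved the uninduced relation with the 3' score most, to -0.147, while over gene means the induced value of -0.0209 did not pass. Among introns with NIC above 0, the relation with the 5' score did not pass in the uninduced pool (-0.0401) and did in the induced pool (-0.0629). NIC and coSE were inversely related, with rho of -0.149 and -0.208 (both p 1e-05, adjusted p 2e-05), and the spliced reads enter both ratios. Among introns with NIC above 0 these were -0.430 and -0.389. With intermediates taken over all reads of the intron, an added alternative, they were weaker, at -0.108 and -0.168.

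**Figure D3:**
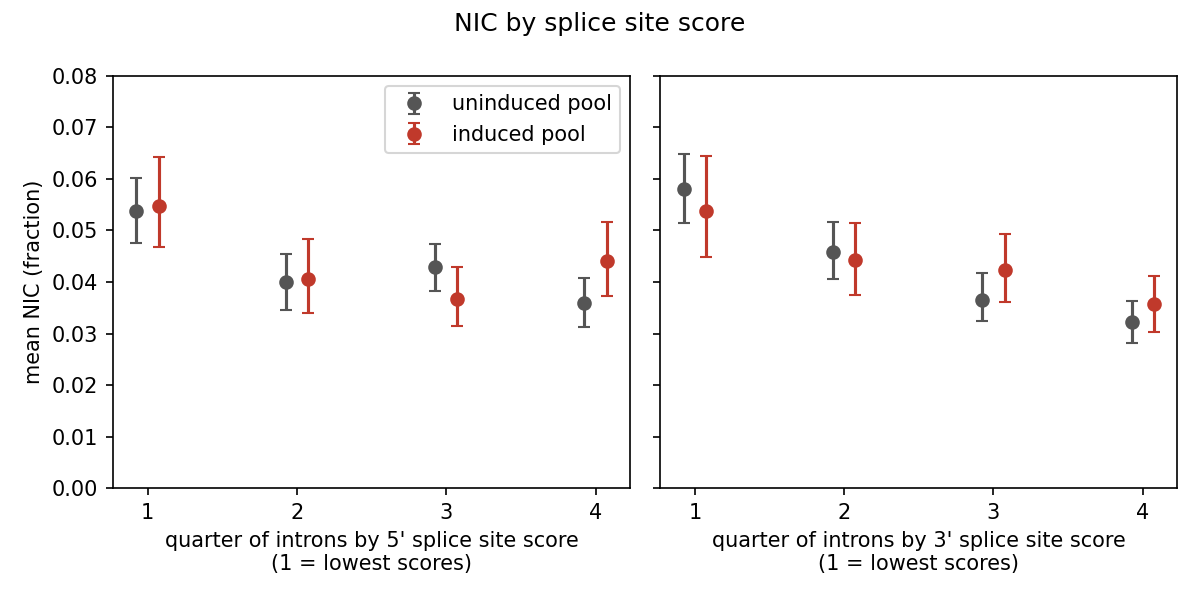
Mean NIC, as a fraction, in 4 groups of introns ordered by 5' (left) and 3' (right) splice site score, in the uninduced (grey) and induced (red) pools, with 95% bootstrap intervals over genes. In the uninduced pool the mean falls from 0.0580 in the group with the lowest to 0.0322 in the group with the highest 3' scores.

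NIC was compared before and after induction over the 2039 introns of 517 genes with a value in both pools. The median log2 ratio was 0, with a bootstrap interval from 0 to 0, and 0.15 (interval 0 to 0.27) for the 502 introns above 0 in both pools. NIC was higher in the induced pool at 549 introns and lower at 558, and 917 were at 0 in both. Ties held the median over all 2039 introns at 0, so its interval says little about precision. With the reads of these introns added together, intermediates made up 2.22% in the uninduced and 3.83% in the induced pool, a difference that was not tested. The mean NIC over the same introns was 0.0409 in the uninduced and 0.0400 in the induced pool, so the rise depended on the weighting by reads. By Fisher's exact test per intron, 2 introns passed the threshold, both higher in the induced pool, and 34 had an unadjusted p under 0.05. These 2 introns are named after their values were seen. Hba-a1 intron 2 had 1 intermediate among 96 reads in the uninduced and 99 among 709 in the induced pool, a NIC of 0.0104 and 0.140 (adjusted p 0.0440). Rpl41 intron 3 (chromosome 10, 128548430 to 128548657) had 1 intermediate beside 561 spliced reads in the uninduced and 6 beside 74 in the induced pool (adjusted p 0.0406). Under the chi-square test 1 intron passed.

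The extreme NIC values of 1 rested on few reads: 13 at intron 4 of Hbs1l (chromosome 10, 21307780 to 21336975, between coding exons, uninduced), 11 at intron 2 of Uba7 (chromosome 9, 107975966 to 107976034, in a noncoding transcript, induced) and 4 at intron 9 of Ewsr1 (chromosome 11, 5078953 to 5079484, between coding exons, uninduced). The lower Wilson 95% bounds were 0.772, 0.741 and 0.510, and ties at 1 were ordered by reads. All 3 introns had a coSE of 0 in the same pool, so no spliced read was seen at them. Of the annotated transcripts that span them, 1 of 4, 1 of 9 and 3 of 6 include the intron, in the same order. Their 3' scores were -7.96, -1.14 and 7.27. Introns that were rarely used cannot be told apart here from introns with slow joining. The deepest values of 0, all in the uninduced pool, were at intron 1 of Eef1a1 (chromosome 9, 78480689 to 78481638, 686 reads, floor 0.437%) and at introns 2 and 1 of Rps19 (chromosome 7, 24885207 to 24885451 and 24884668 to 24885135, 636 and 622 reads). Intron 5 of Alas2 was singled out for its number of intermediates after its value was seen. In the induced pool, it (chromosome X, 150557409 to 150557938, between coding exons) had 183 intermediates among 237 reads, a NIC of 0.772 (Wilson 95% interval 0.715 to 0.821). The other 9 introns of Alas2 had a NIC of at most 0.121.

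**Figure D4:**
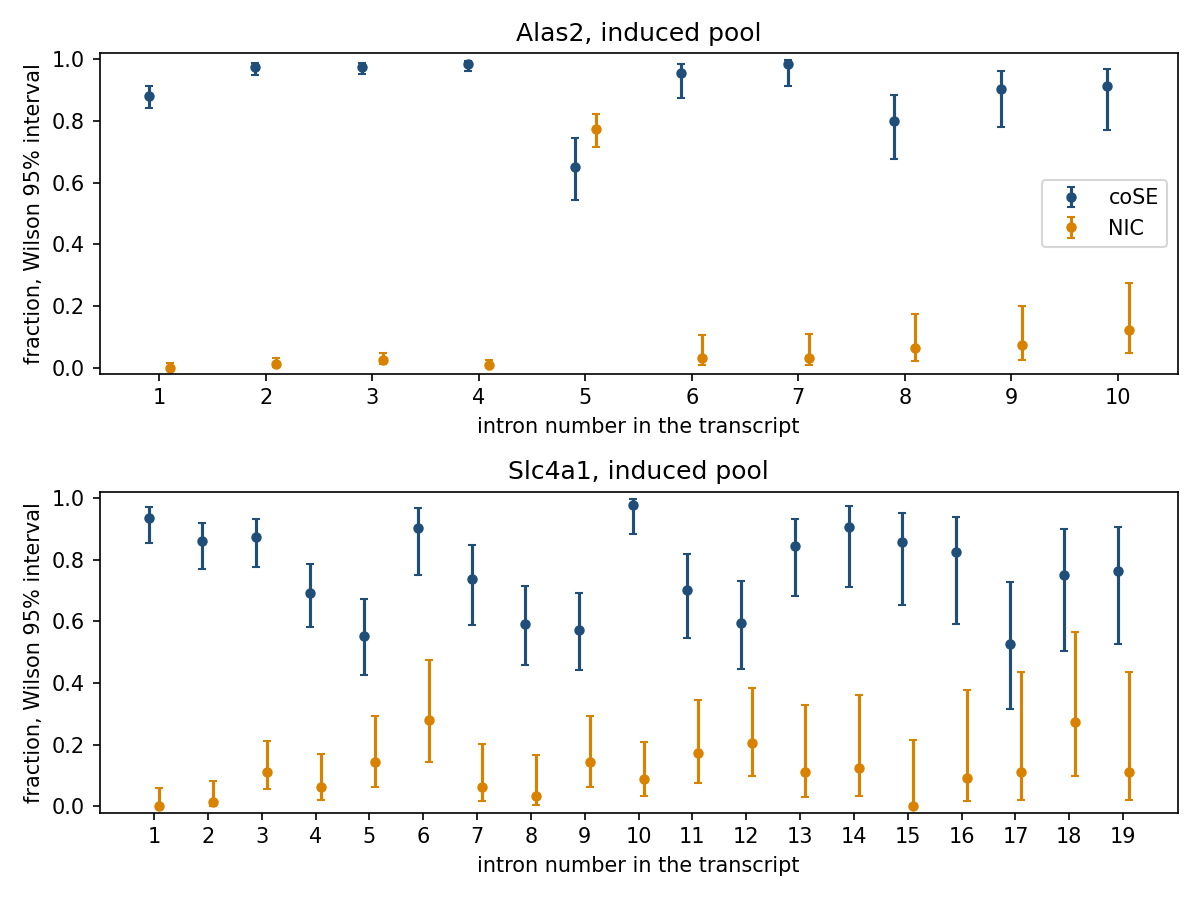
coSE (blue) and NIC (orange), as fractions, by intron number of Alas2 and Slc4a1 in the induced pool; bars are Wilson 95% intervals, which cover counting error only. Intron 5 of Alas2 has a NIC of 0.772 and a coSE of 0.651.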

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

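The alternatives were fixed before the data were examined, except where a test or subset is named as added. No paired analysis was possible because each table gives 1 pooled line per intron and condition, so the shared replicate numbers of the samples have no values of their own. For the same reason the fits with each replicate left out, and with the replicate as a block, were not run. Keeping 1 line per intron position was not run because there were 0 duplicates. No coverage minimum was not run for the relations in the second table, in which each intron already had at least 10 reads by the counts of the first table, though some had fewer by its own.

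Of the results that answer a comparison, under all alternatives together, 66 values kept their direction and side of the threshold or stayed within 1.5 times the count, 7 no longer passed their threshold, 5 passed 1 that the reported value did not, and 3 counts moved. Of those 5, 4 are the median coSE difference, which was 0 and so had no direction to keep, and they have opposite signs. No result that had a direction reversed. The 66 include medians that stayed at 0, where ties held them. For changes of single named introns, 67 values were the same and 9 were weaker.

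The count of changed introns, 71 of 4403, became 36 of 42074 with no coverage minimum (6 rises and 30 falls, 34 of them among the 71). The reads of the 71 introns were the same there, so those lost were lost to the adjustment over more tests. In the added subset of introns found in all annotated transcripts that span them, the count was 31 of 2806 (4 rises and 27 falls). The count was 68 of 1330 with at least 20 reads, 53 of them among the 71, and 65 with the chi-square test. It was 59 of 3348 in 1 draw with the uninduced reads thinned to the induced total, an added setting. Over 20 such draws it was 44 to 60, so the lowest was more than 1.5 times below 71. The added count of introns with a changed NIC, 2, became 1 under the chi-square test. The causes of the other shifts were not tested.

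The median coSE difference of 0 left 0 in opposite directions: to -0.0294 for the mean weighted by reads and -0.0203 without the globin genes (added), against 0.0155 for introns strictly between 0 and 1 and 0.0101 for the plain mean (added). Mean differences by the smaller depth of the 2 pools were 0.0137 (interval 0.00669 to 0.0213) for 10 to 19 reads, 0.00741 (interval -0.00277 to 0.0167) for 20 to 49 reads and -0.0242 (interval -0.0455 to -0.00437) for at least 50 reads, so the sign changed with depth. Outside the globin and ribosomal protein genes, the plain mean was 0.0144 and the weighted mean -0.00621, given without intervals. Most of the negative weighted mean was thus absent without these genes. Changes at their introns were not separated from changes in their share of the reads, as each pool was weighted by its own reads. No direction common to the weightings can be given.

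The relations of NIC with the splice site scores were the least stable. With the 5' score, restricting to NIC above 0 gave -0.0401 (no longer past the threshold) in the uninduced and -0.0629 (now past it) in the induced pool. With the 3' score, the induced relation no longer passed over gene means (-0.0209), with both scores above 0 (-0.0246), and in 2 added subsets, at least 20 spliced plus intermediate reads (-0.0431) and without U12-type sequences (-0.0312). For coSE in the induced pool, the relation with the 5' score did not pass at 20 reads (0.0367), nor that with the 3' score over gene means (0.0478). The causes were not tested. Relations of coSE with length, between pools and within genes kept their direction and passed under each alternative run, with rho for length from 0.0373, in the added subset of introns of 500 nt or less, to 0.557. The test per intron missed most planted changes in the simulation, which did not separate low depth from the upper limit of coSE.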

Other observations

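Some tests were chosen after the results or the counts of changed introns were seen. These were the tests of U12-type introns, of the upper limit of coSE, of 1 call per gene and of lost spliced reads. The matching of gene lists and the measure used for lost spliced reads were revised after their first results. The other tests were set beforehand. Each pattern below was found and tested on the same pooled data, with no replicates, so none can be assigned to induction itself.

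Falls outnumbered rises among the 71 introns with a changed coSE. Uneven depth was tested by thinning the uninduced reads to the induced total 20 times: the median share of falls was 0.815, from 0.767 to 0.886. With 1 call per gene, 30 of 44 genes fell, a share of 0.682. Both stayed above the limit of 0.6 set for these explanations. The upper limit of coSE was tested among calls with a coSE of 0.8 or less over both pools added together, where a rise has room: 19 of 35 were falls, a share of 0.543, while all 36 calls above 0.8 were falls. That split follows the pool with more reads, and 19 of these 36 calls were in ribosomal protein genes. With the plain mean of both pools in its place, 27 of 42 calls at 0.8 or less were falls, a share of 0.643, on the other side of the limit. Both splits include the induced level, so the change itself helps to decide the side, and neither settles the question. No split on the uninduced level was run. The excess of falls cannot be told apart from a ceiling of the measure on these tests, and no biological explanation was tested.

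Introns of ribosomal protein genes fell in the induced pool. Over 253 introns of 65 genes, 166 were lower and 76 higher, with a median change of -0.0323. High coverage alone was tested against 10000 random gene lists matched on uninduced reads. For 21 of the genes at least 30 others had close read numbers; their median change of -0.0333 lay at percentile 0.02 of the lists, with medians of 46 and 45 reads. Over all 65 genes the matching failed, at 133 reads against 71. The upper limit was tested on the 45 genes with at least 5 others alike in reads and in coSE over both pools added together. Their median change of -0.0264 lay at percentile 0, below the central 95% of lists from 0 to 0.00576. The medians were 97 and 77.5 reads, so that this match was not close. The matched coSE includes the induced level, so the change itself helped to choose the matches. The test therefore does not settle whether the upper limit accounts for the falls. High coverage alone did not account for the falls in the 21 closely matched genes, and over all 65 genes it could not be tested. Whether the induced pool lost spliced reads or gained unspliced ones was tested on reads scaled to all introns. On the log2 scale, the set's spliced reads changed by -1.45 and its unspliced reads by -0.56. The limit set for this test was a change in unspliced reads of less than 0.5, so this test decided neither way. The test was first run on the median intron, with 0.5 added to each count, which changed by -0.16 and met the limit. It was changed to the reads of the set after that result was seen. Unspliced reads did not rise in either reading. The pattern cannot be told apart from a loss of spliced reads, for which a candidate explanation is that fewer finished ribosomal protein transcripts were carried along in the induced preparation. At the 6 tested globin introns, in contrast, unspliced reads rose by 5.43 and spliced reads by 3.14 on the log2 scale.

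coSE rose with intron length. If reads were too short to show unspliced long introns, the relation should be weak among short introns: rho among introns of 500 nt or less was 0.0373 in the uninduced pool, under the limit of 0.1, and 0.111 in the induced pool, above it. In the other length ranges, rho was 0.190 and 0.169 for over 500 to 2000 nt and 0.113 and 0.138 for longer introns. A narrow range of lengths lowers rho by itself, so the value among short introns says little about missed reads. The pattern cannot be told apart from a loss of long unspliced reads, and the tables give no read lengths. Introns over 2000 nt had 3464 unspliced reads in the uninduced pool, so such reads were not absent. With GC content held, the partial rho was 0.399 in the uninduced and 0.400 in the induced pool, against 0.408 and 0.416 in the same introns without it. With relative position in the transcript held it was 0.348 and 0.347. GC content and position thus left most of the relation in place.

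Of the 212 uninduced introns with a coSE under 0.2, 19.8% were found in all annotated transcripts that span them, against 67.6% of other introns, a difference of -47.8 percentage points (interval -54.4 to -41.1). In the induced pool it was -42.3 (interval -50.4 to -32.7). Many introns with a very low coSE may therefore be segments that other isoforms keep or splice differently, and not sites of slow splicing. The explanation leaves 42 uninduced introns that every spanning transcript has.

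NIC fell with both splice site scores in the uninduced pool; in the induced pool the relation with the 5' score did not pass its test. If intermediates are reads that end at the last base of the upstream exon, that base bears on both measures, since it is part of the sequence listed with the 5' score. Among introns after an exon ending in G, rho with the 5' score was -0.0636 in the uninduced and -0.0287 in the induced pool, so the base did not account for the uninduced relation. Among introns with at least 20 spliced plus intermediate reads, rho with the 3' score was -0.0695 and -0.0431, so low depth did not account for it in the uninduced pool, while the induced value did not pass the test's threshold. One hypothesis is that weak 3' splice sites delay the joining step; the relation is small.

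Introns whose 5' splice site had the sequence of the minor, U12-type class had a higher NIC, with a mean of 0.0922 over 31 introns against 0.0429 over others in the uninduced pool, and 0.201 over 17 introns against 0.0431 in the induced pool. Among 10000 lists matched on reads, these means lay at percentiles 98.81 and 99.97. The sets include 7 and 4 introns with under 10 spliced plus intermediate reads; at 10 or more the means were 0.0576 and 0.0981, against 0.0363 and 0.0377. Introns with few reads thus carried much of the difference. With lists drawn from introns with 10 or more reads, the means lay at percentiles 92.02 and 99.22, so the uninduced one was inside the central 95% and the induced one, over 13 introns, outside it. In the uninduced pool the pattern cannot be told apart from an effect of read depth. In the induced pool the match on reads did not account for it, though this form of matching was not tried on simulated data.

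Last introns had a lower coSE than other introns of their gene on average, by a mean within-gene difference of -0.0189 (interval -0.0327 to -0.00490) over 558 genes in the uninduced pool and -0.0255 (interval -0.0458 to -0.00550) over 232 genes in the induced pool. In the uninduced pool the signs did not follow the mean, with 253 genes lower and 274 higher; in the induced pool 113 were lower and 94 higher. With the effect of length removed, the difference was -0.00349 (interval -0.0171 to 0.0102) in the uninduced and -0.0209 (interval -0.0430 to -0.000485) in the induced pool. After this step 250 genes were lower and 308 higher in the uninduced pool, and 119 lower and 113 higher in the induced pool. The uninduced difference cannot be told apart from intron length. Most of the induced mean difference remained, with an interval that ends close to 0 and gene signs that were nearly even. No biological explanation was tested.

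Whether any of 7 relations differed between the pools was tested by swapping the condition labels gene by gene, with 10000 permutations. The largest difference was in rho of NIC with the 3' score, -0.0952 in the uninduced and -0.0396 in the induced pool over 2039 shared introns, with p 0.024 and an adjusted p of 0.17. It was the 1 relation with an unadjusted p under 0.05, and 0 passed after adjustment, and the pools have no replicates.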
